A study of Danio rerio with 6 samples. Its data were reported in "miR-34a is a tumor suppressor in zebrafish and its expression levels impact metabolism, hematopoiesis and DNA damage" (2024).

How the data were processed

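Whole zebrafish embryos at 72 hours post-fertilization (hpf) were profiled by bulk RNA-seq in 6 libraries, each made from a pool of 30 embryos. The labels place 3 libraries in the wild-type group and 3 in the *miR-34a-/-* group. Both genotypes were in the *casper* background, a line that lacks most pigment, and the study states that the mutant was kept as a separate homozygous line, so the wild-type embryos were not siblings of the mutants.

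The authors deposited 1 table of raw counts per Ensembl gene, with a column for each library. Per the study's methods, total RNA was enriched for poly-A transcripts, reads were trimmed with Trim Galore, and mapping was done with STAR to the GRCz11 genome. The counting mode, the use of strand, the treatment of reads with several matches and the annotation release are not stated, so counts of near-identical copies and of overlapping genes are uncertain. The table held 32520 genes, of which 6010 were at 0 in every library. Symbols came from a table that pairs gene IDs with names, which gave a symbol for 29201 IDs; 6136 IDs share their symbol with another ID, and these are printed with their ID. Many symbols in that table are written in the human style (PCK1, LCP1, MYB), and the beta-type hemoglobin copies all carry the name HBE1.

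Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with low counts were removed with filterByExpr, library sizes were scaled by the trimmed mean of M-values (TMM), and genotype was tested with the quasi-likelihood test of edgeR, with no covariate. Adjusted p-values are from the Benjamini-Hochberg method over all genes tested. A gene was called when its adjusted p-value was under 0.05 and its fitted fold change above 1.5 either way, and a second count used 2-fold. Values per library are in CPM, the counts divided by the TMM-scaled library size on the usual scale, and log2 CPM used a prior count of 1. Gene lists were tested as sets with camera at a preset correlation of 0.01, two-sided, and with fry. The p-values of camera and fry come from models, and an exact permutation of 3 libraries against 3 cannot go under 0.1, so each set is also given with the number of the 10 splits of the libraries that gave as small a camera p. For lists fixed beforehand, calls were also adjusted over the list alone. A fold against a genotype with at most 3 counts in each of its libraries was computed as a lower bound against 3 counts.

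Groups, tests, alternatives and most gene lists were fixed before the data were examined. The lists were hemoglobin, blood markers the study plotted, erythroid genes the study named from these libraries, erythroid and heme genes chosen without them, myeloid and leukocyte, gluconeogenesis and p53 targets (orthologs listed by the study and not picked on these libraries). Further lists covered hatching gland, exocrine pancreas, liver, photoreceptor, lens crystallin, proliferation and fast muscle. A circadian list was added after the spread of the photoreceptor genes had been seen and before its own genes were looked at. The HBE1 IDs were added to the hemoglobin list after the names and before the values were seen. Lists of genes that the study called at an earlier stage had been planned and were not used here, since they rest on supplementary values of the study. The genes named individually were the 5 with the largest rise and the 5 with the largest fall among called genes with an average log2 CPM of at least 1 and no overlap between genotypes, plus every gene of the hemoglobin, blood marker and gluconeogenesis lists, except 1 that is not reported here. Genes named outside this rule are marked as such.

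Distances between libraries were root mean square log2 differences over the 500 most variable genes, with an exact permutation test over the 10 splits of the libraries. The order of genes along chromosomes came from RefSeq (assembly GRCz12tu), which is not the build of the counts, so it was used only to tell which genes neighbour each other. It placed 13691 of the 19240 genes tested, or 71.2%. Too few genes had a matched entry for a check of gene length, which was not made. The number of called genes whose nearest tested neighbour was also called was set against 10000 random draws matched on mean expression.

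Total counts per library ran from 10273343 to 16369150, at which 3 counts correspond to 0.292 and 0.183 CPM. Confidence intervals of 95% (Wilson) and these floors cover counting error only. Counts of each pair of libraries in a genotype differed by more than sampling noise, with a chi-square per degree of freedom of at least 1.73, so each library was kept as 1 replicate.

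The alternatives were DESeq2 size factors, TMM without the hemoglobin genes, no filter on low counts, a filter at a mean of 50 counts, the DESeq2 Wald test, the edgeR likelihood ratio test, glmTreat, the replicate number as a block, and leaving out each library in turn. Set tests were repeated with fry and with an estimated correlation. The model was tested on simulated counts drawn from the means, dispersions and library sizes of these data. Here a gene counted when its adjusted p was under 0.05, with no threshold on the fold change. Of 97 genes changed 2-fold that passed the filter 70 were recovered (72.2%), as were 97 of 99 changed 4-fold (98.0%), while 13 of 18847 unchanged genes passed. The changed genes were drawn only from genes above a minimum mean CPM, so the recovery does not cover the lowest genes. A simulation with no change over 19056 genes gave 0 calls. Of 200 random sets 7 had a set test p under 0.05. Simulated counts were drawn for each gene on its own, so the effect of correlation between genes on the set test was not covered. Matches of the microRNA seed in transcripts were not analysed here.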

Results

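To ask how loss of miR-34a alters the transcriptome of the larva, poly-A RNA from whole embryos at 72 hpf was sequenced in 3 wild-type and 3 *miR-34a-/-* libraries, each from a pool of 30 embryos. miR-34a is a microRNA whose gene is switched on by p53, and the mutant line carries a CRISPR/Cas9 deletion of it. Total counts were 15856562, 10430446 and 10273343 in wild-type replicates 1, 2 and 3, and 11039671, 10507151 and 16369150 in *miR-34a-/-* replicates 1, 2 and 3. Between 23652 and 24462 genes were detected per library, and 19240 genes passed the filter on low counts.

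The deleted gene was examined first. MIR34A, mir34b and MIR34C had 0 counts in all 6 libraries, which allows up to 3 counts of the total in each. The genotype labels could therefore not be checked on the targeted gene in these poly-A libraries.

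The libraries were then compared with one another. Over the 500 most variable genes, the mean distance between libraries of different genotype was 1.82 on the log2 scale, against 1.02 within a genotype. The difference of 0.80 was the largest of the 10 possible splits of the libraries (exact permutation test, one-sided p = 0.1, the smallest this design allows). The first principal component held 64.4% of the variance and separated the genotypes, while the second held 22.1% and set *miR-34a-/-* replicate 1 apart. That library lay 1.33 and 1.57 from mutant replicates 2 and 3, which were 0.87 from each other, and the mean distance among the wild-type libraries was 0.78.

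**Figure D1:**
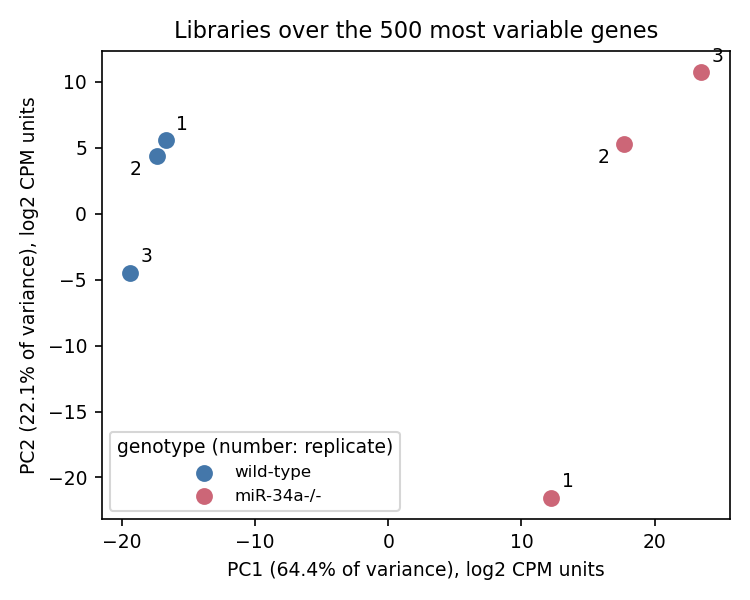
Principal components of log2 CPM over the 500 most variable genes, with PC1 on the x axis and PC2 on the y axis; each point is 1 library, coloured by genotype and numbered by replicate. The genotypes part along PC1 (64.4% of variance), and *miR-34a-/-* replicate 1 lies apart from the others along PC2 (22.1%).

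In the comparison of genotypes, 500 genes had an adjusted p-value under 0.05 in the quasi-likelihood test, and 362 of these changed by more than 1.5-fold, 178 being higher and 184 lower in *miR-34a-/-*. At the 2-fold threshold 223 genes were called, of which 109 were higher and 114 lower. The count depended most on *miR-34a-/-* replicate 1: without it 1504 genes were called at 1.5-fold, 559 higher and 945 lower, whereas leaving out any other library gave between 180 and 280. In each of the 362 called genes the 3 mutant values did not overlap the 3 wild-type values; over all tested genes this held for 21.2%, where chance gives 10%. The common biological coefficient of variation was 10.9%.

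Among the named genes, the largest rises were in genes with little or no signal in wild-type embryos. Transcripts of si:ch211-121a2.2 (ENSDARG00000039682) went from 0.094 ± 0.093 to 4.90 ± 0.23 CPM (mean ± SD, n = 3 per genotype), and as wild-type libraries had at most 3 counts, the gene was at least 19.5-fold higher in the mutant (edgeR adjusted p = 0.000171). ENSDARG00000097728, which has no symbol, rose from 0.22 ± 0.24 to 7.35 ± 0.98 CPM, with a log2 fold change of 5.20 ± 0.49 (SE; adjusted p = 0.000427). rps11l rose from 0.83 ± 0.54 to 20.1 ± 4.4 CPM (log2 fold change 4.61 ± 0.31, adjusted p = 6.0e-05). DAO (ENSDARG00000035602) and amy2al1 rose by 3.78 ± 0.42 and 3.18 ± 0.26 on the log2 scale, with adjusted p-values of 0.00115 and 0.000198.

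The largest falls were in CCDC134 (ENSDARG00000103285), NPC2 (ENSDARG00000096979), mtdhb, GGACT (ENSDARG00000038248) and ENSDARG00000098332. CCDC134 went from 5.41 ± 1.00 CPM in wild-type to at most 3 counts in every mutant library, so that it was at least 21.5-fold lower (edgeR adjusted p = 0.000182). mtdhb went from 13.5 ± 1.1 to 0.41 ± 0.19 CPM, with a log2 fold change of -5.11 ± 0.27 (SE) and an adjusted p-value of 1.99e-05. The log2 fold changes of NPC2, GGACT and ENSDARG00000098332 were -5.27 ± 0.46, -4.79 ± 0.30 and -3.90 ± 0.26, with adjusted p-values of 0.000304, 3.34e-05 and 5.77e-05. These 10 genes stayed under an adjusted p of 0.05 in every alternative that tested them, the highest adjusted p being 0.014 (DAO). DAO, CCDC134, NPC2 and GGACT share their symbol with other gene IDs, and how reads of near-identical copies were assigned is not stated.

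Hemoglobin genes were examined next, since the study asked whether blood was affected. Summed over the 16 hemoglobin gene IDs, they took 0.135% ± 0.004 of all counts in wild-type and 0.391% ± 0.040 in *miR-34a-/-* libraries (SD, n = 3 per genotype), a ratio of 2.89. The lowest mutant library was at 0.345% (95% Wilson interval 0.342% to 0.349%) and the highest wild-type library at 0.138% (0.137% to 0.140%). The two-sided exact permutation p was 0.1, the smallest that 3 libraries against 3 can give. Of 11 hemoglobin genes tested, 10 were called higher, both over all genes and when adjusted over the list alone, and the median log2 fold change was 1.59. As a set they were higher than the other genes (camera p = 3.6e-98, Benjamini-Hochberg adjusted over 4 sets 1.46e-97), which also held under fry (p = 9.1e-05) and with an estimated correlation (p = 0.00037); by exact permutation, only the genotype split of the 10 gave as small a camera p. The number with an adjusted p under 0.05 ran from 8 without wild-type replicate 1 to 11 without *miR-34a-/-* replicate 1, 1 of the 11 (hbbe3) being lower.

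The 10 called hemoglobin genes rose by log2 fold changes from 1.01 ± 0.16 to 2.71 ± 0.34 (SE). The most abundant alpha gene, hbae3, went from 565.8 ± 41.5 to 1840 ± 214 CPM (n = 3 per genotype), with a log2 fold change of 1.70 ± 0.10 (SE; edgeR adjusted p = 2.1e-05), and the most abundant beta copy, HBE1 (ENSDARG00000087390), from 397.5 ± 20.0 to 1163 ± 138 CPM (1.55 ± 0.09, adjusted p = 3.08e-05). The log2 fold changes of hbae1.1, hbae1.2, hbae1.3, hbae4 and hbae5 were 1.23, 1.65, 1.59, 1.84 and 2.71. Those of the other beta copies, ENSDARG00000113599, ENSDARG00000115405 and ENSDARG00000045143, were 1.01, 1.36 and 1.95. The exception was hbbe3, at 5.31 ± 2.72 CPM in wild-type and 6.27 ± 8.06 in the mutant (log2 fold change 0.26 ± 0.77, adjusted p = 0.905). Its mutant mean was set by replicate 1 (15.6 CPM, against 1.37 and 1.87 in the others), and without that library it was lower, with a log2 fold change of -1.61 and an adjusted p-value of 0.012 (0.012 to 0.98 over 14 alternatives). It was also lower with the replicate block and without wild-type replicate 1, at adjusted p-values of 0.93 and 0.97. With a term for each library's photoreceptor value, chosen after seeing the data, its log2 fold change was -0.85 and its adjusted p 0.022. hbae4 had an adjusted p of 0.0504 without wild-type replicate 1, and the copy ENSDARG00000113599 had values of 0.0797 and 0.0754 without wild-type replicates 1 and 2. The other alternatives that tested them, 12 for each, kept both under 0.05. Copies of these genes are similar in sequence, so the values of single IDs are less certain than the sum.

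**Figure D2:**
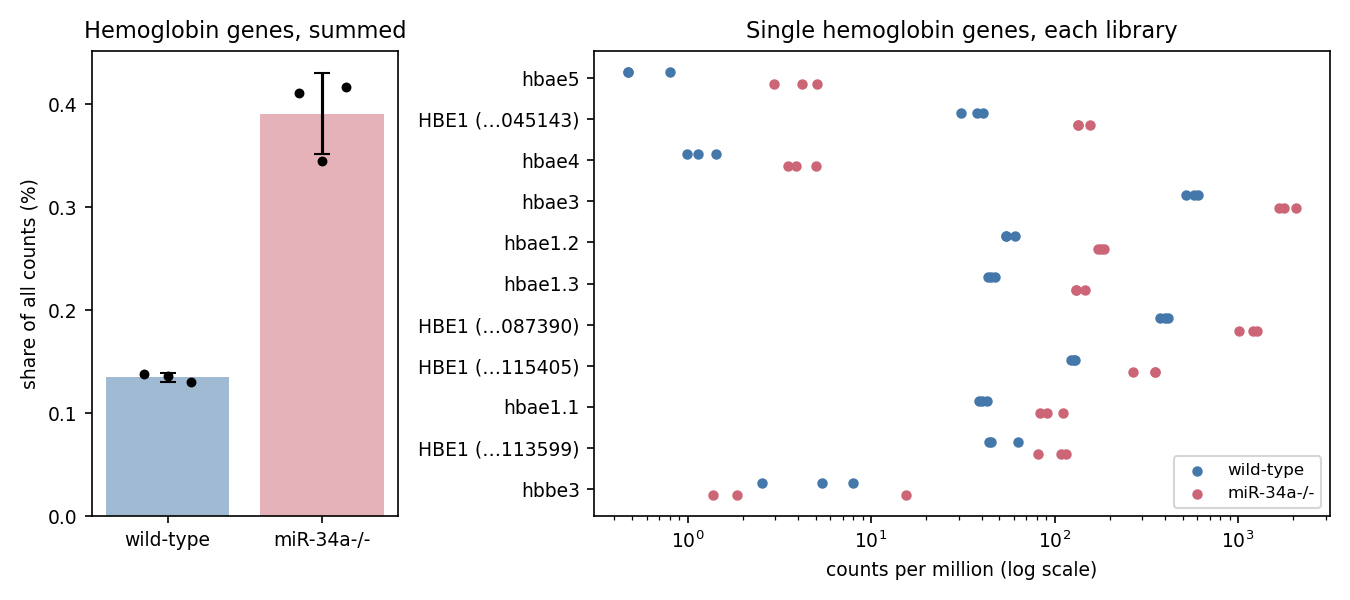
Left, the share of all counts (%) taken by hemoglobin genes, with bars for the mean, error bars for 1 SD and points for the 3 libraries of each genotype. Right, CPM (log scale) of each tested hemoglobin gene in each library; mutant libraries lie above all wild-type libraries for 10 of the 11 genes, the exception being hbbe3.

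Other blood markers plotted in the study were tested one by one. Of 8 tested, 3 were called over all genes, and 5 had an adjusted p under 0.05, with no threshold on the fold change, when adjusted over the list alone; as the study chose the list on these libraries, the latter is not independent evidence. The erythroid genes alas2 and hemgn rose by 1.43 ± 0.14 and 1.48 ± 0.17 (log2 fold change ± SE), from 13.9 ± 2.0 to 37.3 ± 5.9 CPM and from 6.50 ± 1.13 to 18.2 ± 3.3 CPM (n = 3, edgeR adjusted p = 0.000658 and 0.00171). gata1a rose from 0.51 ± 0.18 to 1.76 ± 0.38 CPM with an adjusted p of 0.032, but across its 13 alternatives the adjusted p ran from 0.00022 to 0.16 and was under 0.05 in 6. LCP1, a leukocyte marker, had a log2 fold change of 0.59 ± 0.14 and an adjusted p of 0.0538 over all genes (0.0029 over the list alone), ranging from 0.0062 to 0.23 over 14 alternatives. MYB had 0.38 ± 0.11 with adjusted p-values of 0.127 and 0.010 over all genes and over the list alone. Without *miR-34a-/-* replicate 1, LCP1 and MYB passed the threshold over all genes, at 0.0097 and 0.036; over its 14 alternatives MYB ran from 0.035 to 0.32. spi1a (0.61 ± 0.31) and RUNX1 (-0.32 ± 0.30) were not called under either adjustment. mpx and cpa5 had no matching ID.

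Fixed lists of blood genes were then tested as sets, 4 sets in all with p53 targets and hemoglobin. The 18 tested erythroid and heme genes chosen without reference to these libraries had a median log2 fold change of 0.10, with 13 higher, 0 called and 2 at an unadjusted p under 0.05. Their camera p was 0.082 (Benjamini-Hochberg adjusted 0.11), and by exact permutation 2 of the 10 splits, the genotype split included, gave as small a value. They passed the threshold with fry (0.0138, adjusted 0.018) but not with an estimated correlation (0.13). Erythroid genes that the study had named from these libraries, in its text or its supplementary tables, had been left out of that list; all 7 of those tested were called higher, with a median of 1.43, which is not independent evidence. The 5 tested myeloid and leukocyte genes, of which the study had also plotted LCP1 and spi1a, were all higher, with a median of 0.59 (camera p = 0.000146, adjusted 0.000292; only the genotype split of the 10 gave as small a p by exact permutation). This held with fry (0.0012) and with an estimated correlation (0.018). Among splits that mix the genotypes, the smallest camera p for this list was 0.00055. Such splits are uneven in genotype and keep part of its difference, so they do not show what camera gives without any change. Of the 5 genes, CORO1A (0.56 ± 0.12), named after its values were seen, was under an adjusted p of 0.05 over all genes, at 0.039, and 3 were when adjusted over the list alone.

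Gluconeogenesis genes were of interest because the study followed them over development. None of the 4 tested was called over all genes or when adjusted over the list alone, and 1 had an unadjusted p under 0.05. PCK1 was at 49.3 ± 10.5 CPM in wild-type and 27.0 ± 12.2 CPM in *miR-34a-/-* libraries (n = 3), with a log2 fold change of -0.87 ± 0.29 (SE) and edgeR adjusted p-values of 0.183 over all genes and 0.0545 over the list alone. Without mutant replicate 1 its log2 fold change was -0.55 and its adjusted p 0.0074; over 14 alternatives the adjusted p ran from 0.00012 to 0.50. pck2 (0.01 ± 0.09), FAM3A (0.23 ± 0.12) and g6pc1a.1 (0.35 ± 0.34) were not called under either adjustment, and g6pca.2 had no matching ID.

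Targets of p53 were compared because miR-34a is itself one. Of 154 listed targets 110 had a matching ID and 108 were tested; the others were not analysed here. The 108 tested targets had a median log2 fold change of -0.03, with 47 higher and 61 lower, and did not differ from other genes as a set (camera p = 0.96, fry p = 0.77; by exact permutation all 10 splits gave as small a camera p). Over all genes 2 had an adjusted p under 0.05, sesn2 (0.57 ± 0.12, adjusted p = 0.034) and ATF3 (0.79 ± 0.17, adjusted p = 0.044), both higher; none passed when adjusted over the list alone, where 19 had an unadjusted p under 0.05. These 2 genes were named after their values were seen.

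Finally, the placement of called genes was examined, since the genotypes came from separately kept lines. Of 238 called genes that could be placed in the RefSeq gene order, 22 had a called gene as their nearest tested neighbour, against 4.08 in random draws (permutation p = 0.0001, one-sided, the smallest the 10000 draws can give). The placed genes were 65.7% of those called. Among 17 adjacent pairs of called genes, 11 changed in the same direction and 6 in opposite directions. Pairs with similar symbols were among those with the same direction, such as hbae1.1 and hbae1.2, jac11 and jac1, and ponzr3 and ponzr4. The pair lgals1l1 and lgals2a, also alike in symbol, went in opposite directions. Shared direction is therefore not by itself a sign of linked differences between the lines. Without *miR-34a-/-* replicate 1, 100 called genes had a called neighbour, against 65.1 in random draws (permutation p = 0.0008).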

Values the study reported

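At 72 hpf the study reported 389 genes up-regulated and 374 genes down-regulated in *miR-34a-/-* embryos, with a fold change above 1.5 and a false discovery rate below 0.05. Of the markers of blood cells other than erythrocytes, it described lcp1 as raised 1.5-fold in the mutants. In its qPCR on independent pools of this stage, the rise of hemoglobin genes was repeated. That of other mature blood cell markers was not, and myb and runx1 were lower in the mutants. Its in situ staining for myb was nevertheless stronger in mutant embryos.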

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

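The term for the photoreceptor value was chosen only after the results were seen; the other alternatives were planned. Counts of called genes moved with the test and the libraries more than with the scaling. At 1.5-fold, DESeq2 size factors gave 363 genes, TMM without the hemoglobin genes 362, the DESeq2 Wald test 371 and no filter on low counts 523, all within 1.5 times of the 362 reported; 361, 362, 326 and 362 of the reported genes were among them. The likelihood ratio test gave 627 genes (316 higher, 311 lower; 344 at 2-fold), and all 362 reported genes were among them; it does not carry the uncertainty of the dispersion into the test. The filter at a mean of 50 counts gave 217 (104 higher, 113 lower; 98 at 2-fold), in part because it tested 236 of the 362. glmTreat, which tests against the fold threshold instead of 0, gave 122 genes (61 higher, 61 lower; 54 at 2-fold).

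Leaving out single libraries gave from 180 to 1504 genes at 1.5-fold, from 89 to 559 higher, from 89 to 945 lower, and from 123 to 652 at 2-fold. The high value of each came without *miR-34a-/-* replicate 1, where the common biological coefficient of variation fell to 6.76% from 10.9%, and 352 of the 362 reported genes were among the 1504. That fit also moved the share of higher genes from 49.2% to 37.2%. In the 5 other fits 171 to 257 of the reported genes were called again, and 146 were called in all 6. Every one of the 362 genes kept its direction in each fit that tested it. Fewer libraries leave less power, which lowers the counts of those 5 fits; the rise without mutant replicate 1 goes against that.

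The replicate numbers did not pair the libraries: the correlations of deviations from the group means were -0.067, 0.0012 and -0.18 for replicates 1, 2 and 3. With the replicate block 216 genes were called at 1.5-fold (104 higher, 112 lower) and 145 at 2-fold, with 2 more terms to estimate from 6 libraries; it changed no call of a gene set, and the number of called blood markers and gluconeogenesis genes stayed within 1.5 times.

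A term for each library's photoreceptor value, chosen after seeing the data, gave 920 genes at 1.5-fold (411 higher, 509 lower) and 407 at 2-fold, of which 359 were among the reported 362 at 1.5-fold. With it, as without mutant replicate 1, 5 of 8 blood markers had an adjusted p under 0.05 in place of 3, and 1 of 4 gluconeogenesis genes (PCK1) in place of 0, with no threshold on the fold change. Other alternatives kept the blood markers within 1.5 times of 3 and the gluconeogenesis genes at 0, and the leave-one-out fits ran from 2 to 5 and from 0 to 1.

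Set tests were not run with the DESeq2 Wald test, the likelihood ratio test or glmTreat. In the alternatives run for it the hemoglobin set stayed higher, with a median log2 fold change from 1.54 to 1.64, and its share of counts from 2.80 to 3.06 times that of wild-type (2.90 without mitochondrial genes). The myeloid and leukocyte set also passed in those run for it, at p from 4.3e-05 to 0.018. The independent erythroid set passed with fry alone, at 0.0138; the cause was not tested. For p53 targets none of those run passed, and the direction given by the test reversed under the stricter filter (0.772), fry (0.768), and without wild-type replicate 1 (0.686) or *miR-34a-/-* replicate 3 (0.750); the cause was not tested, and the 6 fits that left out a library ran from 0.579 to 0.915. Neighbouring calls exceeded random draws in every alternative but glmTreat, which was not run for them, from 7 to 100 genes over the fits that left out a library and 27 when either neighbour within 100 kb counted. Libraries of different genotype lay farther apart than those of the same genotype also over all tested genes (0.11) and with DESeq2 size factors (0.80).

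Of 452 values of single named genes over the alternatives, 428 kept direction and side of the threshold, 10 lost it, 8 gained it and 6 reversed. The reversals were hbbe3, at -0.26 with the replicate block, -0.11 without wild-type replicate 1, -1.61 without *miR-34a-/-* replicate 1 and -0.85 with the photoreceptor term, and pck2, at -0.072 without wild-type replicate 3 and -0.0074 without *miR-34a-/-* replicate 1. Over the fits that left out a library, hbbe3 ran from -1.61 to 0.75 and pck2 from -0.072 to 0.089. CORO1A, sesn2 and ATF3 were not followed through the alternatives. Alternatives for matches to the microRNA seed were not run, as transcript sequences were not used here. At this depth 3 counts correspond to 0.18 to 0.29 CPM, which limits folds of genes near that level to bounds.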

Other observations

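The tests in this part were chosen only after the result was seen, except those of the 50 tested genes on each side of the miR-34a locus, of tandem families under the first rule, of the median of circadian genes and of offsetting copies. Values of lists and alternatives fixed beforehand, such as list medians, camera p-values and the scaling without hemoglobin genes, had also been planned.

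At 1.5-fold 178 genes were higher and 184 lower here. Both are lower than the values quoted from the study above. The genotype split was the only 1 of the 10 splits of the 6 libraries to give as many called genes, at 1.5-fold or at 2-fold; the other 9 gave 0 each. With 10 splits this share cannot fall under 0.1, so an accidental arrangement of the libraries is not excluded by it. The simulation with no change gave 0 calls over 19056 genes, against 362 here. This argues against random spread that acts on each gene separately as the source of the 362 calls. The simulated counts were drawn gene by gene, so spread shared by many genes within a library, as in *miR-34a-/-* replicate 1, is not covered. Neither is a factor shared by the 3 libraries of a genotype. Over the same 10 splits, 1 of 10 gave as small a set test p for hemoglobin and for myeloid genes, 2 of 10 for the independent erythroid genes and 10 of 10 for p53 targets.

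A gene beside the deleted locus lost nearly all of its counts. In the RefSeq gene order, miR-34a is followed by GPR157 and then SLC2A5, which encodes a sugar transporter. SLC2A5 (ENSDARG00000077875), named here after its values were seen, had 41, 26 and 29 counts in wild-type libraries and 1, 0 and 1 in *miR-34a-/-*, at least 10.3-fold lower (edgeR adjusted p = 0.00034). It stayed under an adjusted p of 0.05 in the 12 alternatives that tested it, at most 0.0057. GPR157 (log2 fold change 0.03 ± 0.33 SE) and SPSB1 on the other side (-0.17 ± 0.13) did not differ. Beyond SLC2A5, NOC2L (-0.60 ± 0.12, adjusted p = 0.029) and plekhn1 (1.05 ± 0.17, adjusted p = 0.011) were called, 5 and 7 tested genes from the locus. CA6 (0.32 ± 0.06, adjusted p = 0.028) changed by less than 1.5-fold. These genes were also named after their values were seen. SAMD11 and KLHL17 among them did not pass, nor did any gene as far as RNF207, 6 tested genes away on the other side. Of the genes at the floor described below, 4 could be placed, and the chance that 1 of them lies within 2 tested genes of the locus is 0.117%. That window was set by the place where SLC2A5 had already been seen, so this value does not exclude a coincidence. One candidate explanation is a change at the locus carried with the deletion, such as a lost regulatory element, a further rearrangement, or a linked variant that came with the founder fish. Another is that reads of the miR-34a primary transcript were counted for SLC2A5. The deletion, the line and any linked variant go together in all 3 mutant libraries, so they cannot be told apart here; a second deletion allele or reads across the region could separate them.

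More widely around the locus, 6 of the 100 tested genes within 50 on each side were called, against a mean of 1.70 over windows of that size, and 4.70% of windows held as many. The spread over alternatives was examined after this value had been seen. Over 13 alternatives the window held from 1 to 11 called genes and from 4.20% to 53.4% of windows were as rich, under 5% in 4 of them. Whether linked differences surround the deletion cannot be told apart from chance.

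Several genes were at the floor in 1 genotype. With at most 3 counts in each library of a genotype and at least 12 in each of the other, 10 genes were at the floor in *miR-34a-/-* and 3 in wild-type, 13 in all; the genotype split was the only 1 of 10 that gave any. si:dkey-121b10.8, named after its values were seen, had 38 counts in each wild-type library and 0 in each mutant library. Loss of a repressor raises its targets, so the 10 genes at the floor in the mutant argue against direct release from miR-34a as their cause. For the 3 at the floor in wild-type it stays open, since transcript sequences were not used here. Gene differences between the 2 separately kept lines may account for part of the 13, but no wild-type fish of the mutant line were sequenced, and line and deletion cannot be told apart.

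Part of the excess of called neighbours lay among genes with similar symbols. Without neighbours whose symbols begin alike, 8 called genes had a called neighbour, against 3.90 in random draws (permutation p = 0.0905), where the full count was 22 against 4.08. A first rule for families, which compared symbols without their trailing digits, left 9 against 3.87 (permutation p = 0.05). The rule was changed after that result had been seen, and the change is what moved the p-value away from the threshold. Tandem families, such as the hemoglobin and jacalin (jac1, jac11) genes, may thus be a source of the excess. Symbols that begin alike or name the same clone do not show a family by themselves, so how much of the excess families make up stays open. Of the 10 splits only 1, that by genotype, gave as many called neighbours; the other 9 had no called genes at all, so this says nothing about placement.

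Called genes with other IDs of the same symbol were checked for reads moving between copies. Of 48 such genes, 5 were offset by at least 50% of their change in CPM by the other IDs, and in 12 the other IDs changed the same way by at least 50% of it. Shifting of reads between IDs of the same symbol is therefore not the main source of these calls. Copies absent from the annotation, or annotated under another symbol or none, are not covered by this test.

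The rise of hemoglobin genes was set against technical explanations. They took 0.391% of counts in the mutant, too little to shift the scaling of other genes. This share was taken in place of a repeat of the test with scaling that left these genes out, since that scaling moved nothing (median log2 fold change 1.59 with either). The sum over all copies rose 2.89-fold, which movement of reads between the counted copies does not produce. Whether reads with several matches were counted at all is not stated, so a change in reads left out that way is not covered by the sum. With the photoreceptor value of each library as a term the median log2 fold change was 1.60, so the spread between pools described below does not account for it. A candidate explanation is more red blood cells in the mutant larvae. It predicts that other erythroid genes rise alike. The independent erythroid and heme list had a median of 0.097, and RHAG (127.2 ± 8.1 and 136.3 ± 18.9 CPM) and SPTB (log2 fold change -0.01 ± 0.14), picked out after their values were seen, did not differ. In the same list klf1 (0.97 ± 0.30), NFE2 (0.62 ± 0.38) and LMO2 (0.48 ± 0.20), picked out likewise, were higher without passing over all genes (edgeR adjusted p-values of 0.150, 0.481 and 0.294), which goes with more red blood cells. That list, however, had been stripped of the erythroid genes the study picked from these libraries, and all 7 of those tested with it rose. Another gene so picked, SLC4A1 (ENSDARG00000012881), was not matched to that list under the symbol the study used, and rose from 24.4 ± 0.94 to 56.0 ± 9.2 CPM (n = 3 per genotype, edgeR adjusted p = 0.00055). Together the 25 genes had a median of 0.15, with 20 higher and 7 called. Many of the listed genes are also used outside the blood. In these libraries more cells, or more globin and heme synthesis per cell, stay open, and differences between the lines were not tested. Outside these libraries, the study stained embryos of this stage for hemoglobin. It saw an expanded population of labelled cells in most mutants and a higher measured signal. It also scored alas2 staining as high more often in mutants. That evidence goes with more red blood cells, though the study described the measured signal as erythrocyte or hemoglobin levels.

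Pools of one genotype differed in photoreceptor genes. The median log2 deviation over 14 photoreceptor genes was 0.80, 0.21 and -0.46 in wild-type replicates 1, 2 and 3, and -1.69, 0.60 and 0.69 in *miR-34a-/-* replicates 1, 2 and 3. The 7 exocrine pancreas genes followed the same order within each genotype except for mutant replicates 2 and 3 (0.39, 0.05 and -0.35; -0.85, 0.61 and 0.38). Between genotypes, none of 7 tissue lists passed after Benjamini-Hochberg adjustment of the camera p: photoreceptor, exocrine pancreas, lens crystallin, proliferation and fast muscle were each at 0.56, hatching gland at 0.23 and liver at 0.19. Single genes did pass. In liver, 3 of 18 had an adjusted p under 0.05 over all genes and 7 over the list alone. In lens crystallin these were 2 and 3 of 16, in hatching gland 0 and 1 of 3, and none in the other lists. A set test for 1 direction therefore does not exclude differences in liver or lens genes. Library depth is argued against, since thinning every library to 10273343 counts left a range of 2.44 between libraries, where it was 2.49 before. Another time of day at collection is argued against too as the main source of the spread within a genotype. The median within-genotype SD of 21 circadian genes was 0.177 on the log2 scale, against 0.166 over all tested genes and 1.07 for the photoreceptor genes. Random lists matched to the circadian list on expression had a 95th percentile of 0.182. The circadian value lay just under it, so a smaller difference in time of day between pools is not excluded. The outcome written down for this test was a median for the library with the lowest photoreceptor value, which was -0.14 for circadian and -1.69 for photoreceptor genes. The SD was taken instead once those medians had been computed, because clock genes peak at opposite times of day and their median can hide a shift, and because the SD uses all 6 libraries. Between genotypes the directional set test of the circadian list (a camera p of 0.20) decides nothing for the same reason. Of its 21 genes, 2 had an adjusted p under 0.05, nr1d2a (log2 fold change -1.77 ± 0.26, edgeR adjusted p = 0.0061) and PER3 (-0.42 ± 0.08, adjusted p = 0.022), so another time of day between the genotypes is not excluded. A difference in developmental stage between pools may be involved. Late-maturing lists fell together in mutant replicate 1 (exocrine pancreas at -0.848), but its 3 hatching gland genes, which should fade with age, were also lowest there (-0.63). Proliferation genes were highest there (0.17, against -0.094 to 0.015 in the other libraries), which goes with a younger pool. With 1 library apart, stage cannot be told apart from other causes.

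The photoreceptor value as a term raised the calls at 1.5-fold to 920. Terms made from 20 random lists matched on expression gave from 0 to 827 calls, with a median of 255. Other tissue lists, compared after the value was seen, gave from 107 upward: a liver term gave 1375 and a lens term 765. The gain could therefore come from any measure that follows mutant replicate 1, and the photoreceptor axis cannot be told apart from these.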
